# *Mettl14*-driven senescence-associated secretory phenotype facilitates somatic cell reprogramming

**DOI:** 10.1016/j.stemcr.2022.06.012

**Published:** 2022-08-09

**Authors:** Chenxiang Xi, Jiatong Sun, Xiaocui Xu, You Wu, Xiaochen Kou, Yanhong Zhao, Jiacheng Shen, Yu Dong, Kang Chen, Zhongqu Su, Dan Liu, Wen Ye, Yingdong Liu, Ran Zhang, Yiliang Xu, Hong Wang, Lujiang Hao, Li Wu, Shaorong Gao

**Keywords:** Mettl14, reprogramming, m^6^A methylation, senescence-associated secretory phenotype (SASP)

## Abstract

The METTL3-METTL14 complex, the “writer” of N^6^-methyladenosine (m^6^A), plays an important role in many biological processes. Previous studies have shown that *Mettl3* overexpression can increase the level of m^6^A and promote somatic cell reprogramming. Here, we demonstrate that *Mettl14*, another component of the methyltransferase complex, can significantly enhance the generation of induced pluripotent stem cells (iPSCs) in an m^6^A-independent manner. In cooperation with *Oct4*, *Sox2*, *Klf4*, and *c-Myc*, overexpressed *Mettl14* transiently promoted senescence-associated secretory phenotype (SASP) gene expression in non-reprogrammed cells in the late stage of reprogramming. Subsequently, we demonstrated that interleukin-6 (IL-6), a component of the SASP, significantly enhanced somatic cell reprogramming. In contrast, blocking the SASP using a senolytic agent or a nuclear factor κB (NF-κB) inhibitor impaired the effect of *Mettl14* on reprogramming. Our results highlight the m^6^A-independent function of *Mettl14* in reprogramming and provide new insight into the interplay between senescence and reprogramming *in vitro*.

## Highlights

• *Mettl14* can facilitate somatic cell reprogramming in an m^6^A-independent manner
• *Mettl14* transcriptionally drives the senescence-associated secretory phenotype (SASP)
• *Mettl14*-driven SASPs are mainly secreted from non-reprogramming cells
• Blocking of SASP impairs the effect of *Mettl14* on reprogramming

## Introduction

The N^6^-methyladenosine (m^6^A) modification is linked to human diseases because it affects multiple biological processes, including the cell cycle, fate determination, and homeostasis (Batista et al., 2014; Geula et al., 2015; Wang et al., 2014; Wen et al., 2018). Three different classes of protein factors are involved in the function of m^6^A modification: writers (adenosine MTases), erasers (m^6^A-demethylating enzymes), and readers (m^6^A-binding proteins) (Zhao et al., 2020). Deposition of m^6^A is catalyzed by the METTL3-METTL14 methyltransferase complex (MTC), and removal of m^6^A mainly depends on alpha-ketoglutarate-dependent dioxygenase AlkB homolog 5 (ALKBH5) and fat mass and obesity-associated protein (FTO) (Zaccara et al., 2019). In the m^6^A MTC complex, METTL3 mainly serves as the catalytic core, while METTL14 serves as the RNA-binding platform (Wang et al., 2016).

Reprogramming of somatic cells into induced pluripotent stem cells (iPSCs) by Yamanaka factors (*Oct4*, *Sox2*, *Klf4*, and *c-Myc*, known as OSKM) provides a system to study the molecular mechanisms of the cell-fate transition (Kang and Gao, 2012; Takahashi and Yamanaka, 2006). The role of m^6^A modifications in the generation of iPSCs is controversial, which may be due to the intricate biological functions of m^6^A (Aguilo et al., 2015; Chen et al., 2015). Increased m^6^A deposition by modulated METTL3 promotes cell reprogramming into pluripotent cells (Chen et al., 2015), but in conjunction with ZFP217 expression, downregulated METTL3 expression also contributes to reprogramming (Aguilo et al., 2015). It remains unclear how m^6^A modulates reprogramming and whether other factors of MTC affect reprogramming or whether other mechanisms are involved.

During reprogramming, accumulated damaged DNA and abnormal DNA replication cause cellular senescence. A notable signature of senescent cells is increased expression of cell-cycle-inhibitory proteins, such as p16^*Ink4a*^ and p21^*Cdkn1a*^ (Alcorta et al., 1996). In addition, senescent cells exhibit noncellular autonomous activities, such as secretion of inflammatory cytokines and chemokines (Acosta et al., 2013), which are together defined as the senescence-associated secretory phenotype (SASP) (Lopes-Paciencia et al., 2019). Transient expression of the SASP facilitates proper tissue development, tissue repair, and immune cell recruitment, but its persistent expression may induce chronic inflammation and lead to diseases associated with aging (Fitzner et al., 2012; Krizhanovsky et al., 2008; Yun et al., 2015). In senescent cells, SASP-mediated immune clearance depends on METTL14 in an m^6^A-independent manner (Liu et al., 2021).

The effect of senescence on reprogramming is still unclear. In an *in vivo* reprogramming system, induced Yamanaka factors drive cellular senescence and SASP production, which can effectively promote reprogramming (Mosteiro et al., 2016, Mosteiro et al., 2018). In addition, the most prominent cytokine in the SASP, interleukin-6 (IL-6), enhances iPSC generation, serving as an extrinsic replacement for stably transduced transcription factors such as the potent oncogene *c-Myc* (Brady et al., 2013). In this study, we identified *Mettl14* as a strong activator of *in vitro* reprogramming via transient upregulation of SASP genes in an m^6^A-independent manner.

## Results

### *Mettl14* can facilitate reprogramming in an m^6^A-independent manner

To investigate the effect of m^6^A level on the reprogramming process, we screened the m^6^A writers and erasers using reprogrammable mouse embryonic fibroblasts (MEFs) from *Rosa26*-M2rtTA; *Col1a1*-4F2A; *Oct4*-GFP^+^ transgenic mice (Carey et al., 2010). Exogenous doxycycline (Dox) can induce the expression of OSKM and reprogram MEFs into *Oct4*-GFP^+^ iPSCs, as previously reported (Wu et al., 2017, Wu et al., 2021). We found that *Mettl3* and *Mettl14* expression significantly increased the number of *Oct4*-GFP^+^ colonies and the percentage of *Oct4*-GFP^+^ cells (Figures 1A and S1B), while knockdown (KD) of MTC component expression remarkably reduced the number of colonies and cells (Figures 1B and S1B). Compared with the control group (overexpressing an empty vector), *Mettl14* or *Mettl3* overexpression (OE) accelerated *Oct4*-GFP^+^ colony formation and led to an approximately 6-fold increase in the number of *Oct4*-GFP^+^ colonies (Figure 1C, left panel), but the increase in *Oct4*-GFP^+^ colonies was delayed by *Mettl14* or *Mettl3* expression KD, and ultimately, the number of *Oct4*-GFP^+^ colonies was reduced (Figure 1C, right panel). To further investigate the impact of *Mettl14* and *Mettl3* on the reprogramming process, we monitored intermediate population progression. Neither *Mettl14* nor *Mettl3* affected the THY1^+^ population transition to the THY1^−^ population (Figure S1A, left panel), while the SSEA1^+^ population was significantly increased by *Mettl14* or *Mettl3* (Figure S1A, right panel). These findings suggested that *Mettl14* and *Mettl3* are involved in cell acquisition of pluripotency during reprogramming.

**Figure 1:**
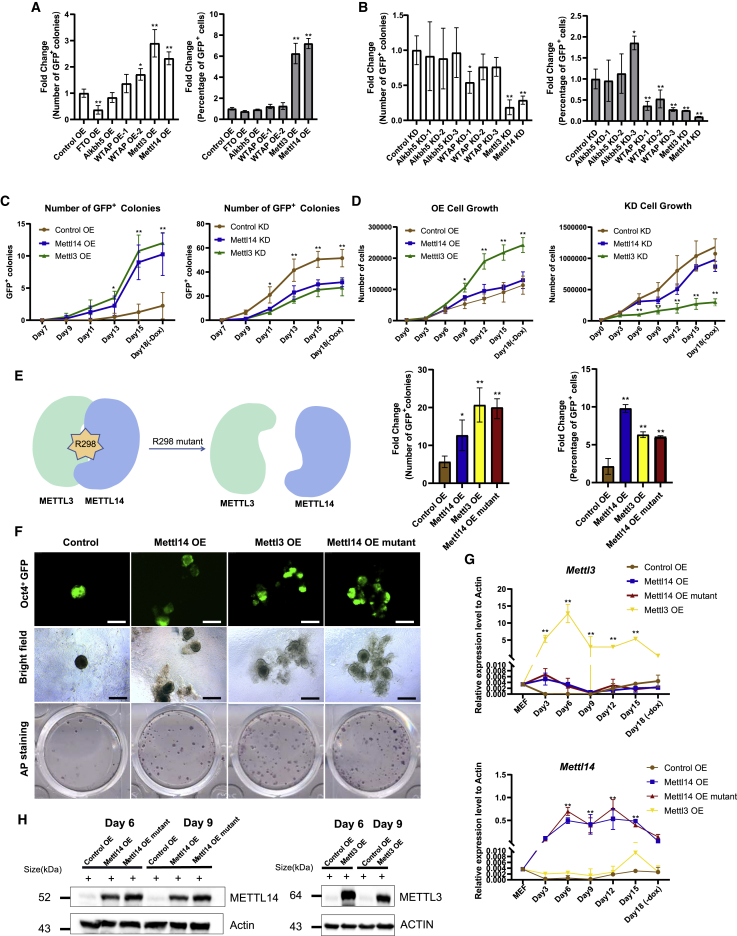
*Mettl14* can facilitate reprogramming in an m^6^A-independent manner (A) The number of *Oct4*-GFP^+^ colonies was counted, and the percentage of *Oct4*-GFP^+^ cells in the overexpression (OE) group was analyzed by FACS 18 days after induction (starting MEF density was 8,000 cells/well in a 12-well plate). The data are presented as average fold change of *Oct4*-GFP^+^ colonies (left panel) or percentage of *Oct4*-GFP^+^ cells (right panel) ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison (control OE, empty vector control). (B) The number of *Oct4*-GFP^+^ colonies was counted, and the percentage of *Oct4*-GFP^+^ cells in the knockdown (KD) group was analyzed by FACS 18 days after induction (the MEF starting density was 12,000 cells/well of a 12-well plate). The data are presented as average fold change of *Oct4*-GFP^+^ colonies (left panel) or percentage of *Oct4*-GFP^+^ cells (right panel) ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison (control KD, scramble short hairpin RNA [shRNA] control). (C) The number of *Oct4*-GFP^+^ colonies formed was facilitated by *Mettl14* or *Metttl3* OE. The opposite effect was observed after the expression of each was knocked down. The MEF starting density was 8,000 cells/well for OE and 12,000 cells/well for KD in a 12-well plate. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (D) Cells were counted at different time points during reprogramming, and growth curves were plotted. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (E) Schematic representation of the mutation at the *Mettl14* R298E locus (left panel). Estimated reprogramming efficiency of R298E mutant-expression cells as determined by the number of *Oct4*-GFP^+^ colonies formed and the percentage of *Oct4*-GFP^+^ cells (middle and right panels) (the MEF starting density was 6,000 cells/well in a 12-well plate). The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (F) Morphology of the *Oct4*-GFP^+^ primary colonies (top and middle panels). Representative image of AP-stained plates captured 18 days after induction (bottom panel). Scale bars, 400 μm. (G) qRT-PCR analysis showing the expression level of *Mettl3* and *Mettl14* in the iPSCs at RNA levels. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (H) Western blot showing the expression level of *Mettl3* and *Mettl14* in the iPSCs at protein levels. ACTIN is used as loading control.

Although the ability to promote reprogramming was comparable, the effects of *Mettl14* or *Mettl3* on the proliferation of reprogramming cells were very different. *Mettl3* significantly accelerated cell proliferation, but *Mettl14* negligibly affected cell proliferation, during reprogramming (Figure 1D).

To further examine whether the effects of *Mettl14* are dependent on the m^6^A modification, we induced the expression of the *Mettl14* R298E mutant, which did not bind adequately with METTL3 and resulted in disruption of MTC activity (Figure 1E) (Wang et al., 2016). The *Mettl14* R298E mutant also led an increase in the number of *Oct4*-GFP^+^ colonies and percentage of *Oct4*-GFP^+^ cells (Figure 1E, middle and right panels), as well as alkaline phosphatase-positive (AP^+^) colonies (Figure 1F, bottom panel).The OE levels of *Mettl3* and *Mettl14* during reprogramming were detected at the RNA (Figure 1G) and protein levels (Figure 1H), respectively, and the expression levels of *Mettl3* and *Mettl14* were significantly increased compared with the control group.

### iPSC lines with OSKM + *Mettl14* OE exhibit pluripotency

Established iPSC lines derived upon OE of *Mettl14* (OSKM+*Mettl14* OE iPSCs) exhibited typical embryonic stem cell (ESC) morphology with large nuclei and nucleoli, a compact appearance, and clear boundaries (Figure 2A). Quantitative reverse transcription PCR (qRT-PCR) showed that iPSCs with OSKM+*Mettl14* OE were comparable to ESCs in terms of mRNA expression levels of pluripotency genes such as *Oct4*, *Nanog*, and *Rex1* (Figure 2B), and protein expression levels of pluripotent genes, as shown by immunofluorescence staining (Figure 2C) (Kang et al., 2009).

**Figure 2:**
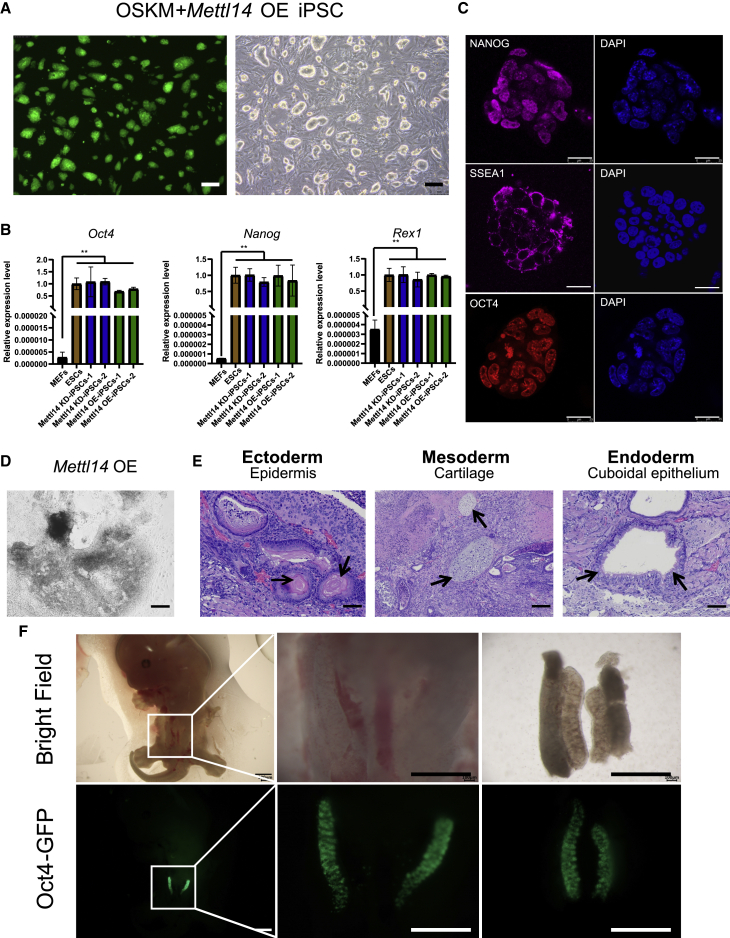
iPSC lines with OSKM+*Mettl14* OE exhibit pluripotency (A) Morphology of the iPSCs with OSKM+*Mettl14* OE lines. Scale bars, 200 μm. (B) qRT-PCR analysis showing pluripotent gene expression in the iPSCs with OSKM+*Mettl14* OE/KD relative to their expression in MEFs and ESCs. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (C) Immunostaining analyses for the expression of pluripotent marker genes NANOG (purple), SSEA1 (purple), and OCT4 (red) and in the iPSCs with OSKM+*Mettl14* OE lines. Nuclear staining by DAPI (blue). Scale bars, 25 μm. (D) Differentiation of the embryoid bodies of the iPSCs with OSKM+*Mettl14* OE line showing the differentiation potential. Scale bars, 200 μm. (E) Hematoxylin and eosin (H&E) staining of teratomas generated by the iPSCs with OSKM+*Mettl14* OE. Scale bars, 100 μm. (F) Representative photos showing the contribution and spatial distribution of *Oct4*-GFP^+^ cells in the gonads of the iPSCs with OSKM+*Mettl14* OE-derived chimeric embryos on embryonic day 12.5 (E12.5). Scale bars, 1 mm.

To further demonstrate the quality of the iPSCs with OSKM+*Mettl14* OE, we performed *in vitro* and *in vivo* differentiation assays to detect their differentiation potential (Kang et al., 2009). Through embryoid body (EB)-mediated *in vitro* differentiation, the markers of the three germ layers in differentiated cells were significantly upregulated (Figures 2D and S2A). After subcutaneous injection of iPSCs with OSKM+*Mettl14* OE in nude mice, teratomas formed within the three germ layer tissues, which consisted of skin epithelium (ectoderm), cartilage (mesoderm), and cuboidal epithelium (endoderm) (Figure 2E) (Le et al., 2014). Furthermore, the iPSC lines with OSKM+*Mettl14* OE were successfully integrated into the gonads of chimeric mice, as shown by chimera formation assay (Figure 2F).

The iPSC lines derived from *Mettl14-*KD cells (OSKM+*Mettl14*-KD iPSCs) also exhibited an ESC-like morphology (Figure S2B), expressed pluripotent genes (Figure S2C), and differentiated into three germ layers in the teratoma assay (Figure S2D).

### Increased expression level of SASP genes after *Mettl14* OE

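RNA was measured in mouse embryonic fibroblasts (MEFs) and in cells reprogrammed with doxycycline-inducible OSKM on days 3, 6, 9, 12 and 15. A Control OE, a *Mettl14* OE and a *Mettl3* OE group were sampled on each of these days, with 3 libraries in each of the 16 groups. *Mettl14*, the RNA-binding partner in the m6A writer complex, lay at 184 to 476 FPKM (median 363) in the 15 *Mettl14* OE libraries. It lay at 4.30 to 7.47 FPKM (median 5.25) in the 33 others. *Mettl3*, the catalytic subunit, lay at 1078 to 2919 FPKM (median 2157) in its own 15 libraries and at 3.33 to 6.79 FPKM (median 4.87) elsewhere. On the log2 scale *Mettl14* OE exceeded Control OE in *Mettl14* by 5.90, 6.08, 5.89 and 5.27 on days 3, 6, 9 and 12, and by 5.21 (SE 0.08) on day 15. Groups were compared with limma on log2(FPKM + 1), for genes with at least 1 FPKM in at least 3 libraries of a fit. Comparisons within a day used its 9 libraries, and steps between days and differences between effects used all 48. Genes were called at the thresholds of Figure 3A, a fold change of 1.5 and a Benjamini-Hochberg adjusted p of 0.05. The fold change is of FPKM + 1, which makes it a stricter cut for genes at low FPKM. The deposited values hold no counts. Depth estimated from the smallest FPKM values was 12.89 to 37.23 M fragments per library, and the group medians ran from 17.01 (*Mettl14* OE on day 15) to 32.19 (*Mettl3* OE on day 12).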

To investigate how *Mettl14* facilitates reprogramming, we collected samples with or without *Mettl14* OE at various time points during reprogramming and performed RNA sequencing (RNA-seq). We performed a principal-component analysis (PCA) to compare the transcriptomes of the reprogramming cells at the indicated time points. 

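The first component held 68.3% of the variance of all 48 libraries (67.2% to 69.3% with any library left out), and the second held 9.82%. Epithelial genes, whose gain marks the mesenchymal-to-epithelial transition, pointed toward the late days: all 28 had positive loadings (median 0.0217). Fibroblast and mesenchymal genes did not point the other way, with 88.6% of 35 positive (median 0.0115). G2/M genes, which serve mitosis, pointed to MEFs and day 3, with 13.3% of 30 positive. G1/S and DNA replication genes did likewise (26.7% of 30). These shares stand against 86.5% of all 12738 genes with positive loadings, a lean that quantile normalization removed (47.0%). After that step the loadings were positive for 100% of the epithelial genes, for 0 of the G1/S and 0 of the G2/M genes, and for 74.1% of 58 SASP factors. They were also positive for 80% of the fibroblast and mesenchymal genes, so PC1 shows no loss of that list toward the late days.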

The PC1 axis was dominated by differences among reprogramming intermediate cells. Specifically, the cells showed clear stepwise transcriptome changes during the reprogramming of MEFs (Figure S3A). 

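Group means on PC1 ran from MEFs (-122 ± 2.63, mean ± SD, n = 3 libraries) and Control OE on day 3 (-107 ± 1.80) across a wide gap to day 6 (26.02 ± 10.5). This gap falls where separate tables of the deposited file join, so PC1 cannot tell day from table across it. Control OE then stood at 40.4 ± 2.59 on day 9, 39.5 ± 6.88 on day 12 and 53.6 ± 2.75 on day 15. *Mettl14* OE kept close to Control OE on day 3 (-106 ± 2.44), day 6 (17.4 ± 1.03), day 9 (32.0 ± 9.52), day 12 (33.0 ± 6.22) and day 15 (53.5 ± 5.36). In a PCA without MEFs and day 3, chosen after these scores were seen, PC1 put the Control OE days 6, 9, 12 and 15 in order, at -40.7 ± 4.56, -2.12 ± 3.74, 15.5 ± 1.99 and 27.98 ± 1.66. After quantile normalization of all libraries its mean was -81.4 on day 3, then 3.32, 28.3, 36.9 and 45.5. On day 15 the replicates of *Mettl14* OE lay above those of Control OE in both of these PCAs. The means were 33.0 ± 0.898 against 27.98 ± 1.66 without MEFs and day 3. After quantile normalization they were 47.9 ± 0.925 against 45.5 ± 0.168.
From MEFs to day 3 in Control OE, 1661 genes rose and 942 fell among 12738 tested (1357 and 1320 after quantile normalization, 2703 and 1496 with a pseudocount of 0.1). *Thy1*, a fibroblast surface marker, fell by 2.75 on the log2 scale, and the matrix proteoglycan *Lum* (-3.31), the growth factor receptor *Pdgfra* (-3.25) and the matrix protein *Postn* (-2.92) fell too. *Pou5f1* rose from 0.488 to 75.6 FPKM (5.68), as did the other OSKM factors *Sox2* (4.99), *Klf4* (2.84) and *Myc* (2.21). Of 36 interferon-stimulated genes 35 fell (35 adjusted over the list alone; median -1.71; limma camera adjusted p = 4.3e-25, adjusted p = 0.23 with an estimated correlation), with the ubiquitin-like *Isg15* at -5.50 (SE 0.41), the viral tether *Bst2* at -3.98 and the transcription factor *Irf7* at -2.80. Of 27 p53 targets 23 rose and 1 fell (23 and 1 adjusted over the list alone; median 0.74; camera adjusted p = 1.4e-07, adjusted p = 0.31 with an estimated correlation), among them the cell-cycle inhibitor *Cdkn1a* (1.87). The median over all genes was 0.09 in this step and -0.02 after quantile normalization, and both list medians kept their sign.
From day 6 to day 9, 799 genes rose and 528 fell (844 and 294 with median-ratio scaling, 1239 and 792 with a pseudocount of 0.1). Of 28 epithelial genes 26 rose (26 adjusted over the list alone; median 0.87; camera adjusted p = 6.4e-17, adjusted p = 0.19 with an estimated correlation), such as the tight-junction genes *Cldn4* (2.16) and *Cldn3* (1.89) and the keratin *Krt7* (2.13). All 30 G2/M genes fell (30 adjusted over the list alone; median -0.56; camera adjusted p = 7.0e-13, adjusted p = 0.19 with an estimated correlation), including the mitotic kinase *Plk1* (-0.87). From day 12 to day 15, 381 genes rose and 15 fell (234 and 18 with median-ratio scaling, 235 and 10 with a filter at 5 FPKM, and 213 and 29 with a correction for transcript length chosen after seeing the data). All 14 macrophage genes rose (14 adjusted over the list alone; median 1.00 against 0.08 for all genes; camera adjusted p = 2.5e-14, adjusted p = 0.025 with an estimated correlation). The lysozyme gene *Lyz2* went from 2.82 to 15.8 FPKM. The pluripotency regulators *Nanog* (0.62) and *Dppa5a* (1.54) also rose. The other steps, from day 3 to 6 (8284 genes up, 194 down) and from day 9 to 12 (162 up, 158 down), join separate tables of the deposited file, so day and table cannot be told apart there. With median-ratio scaling they gave 2606 up and 2119 down and 173 up and 73 down, and with quantile normalization 2260 up and 2095 down and 184 up and 82 down.

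**Figure D1:**
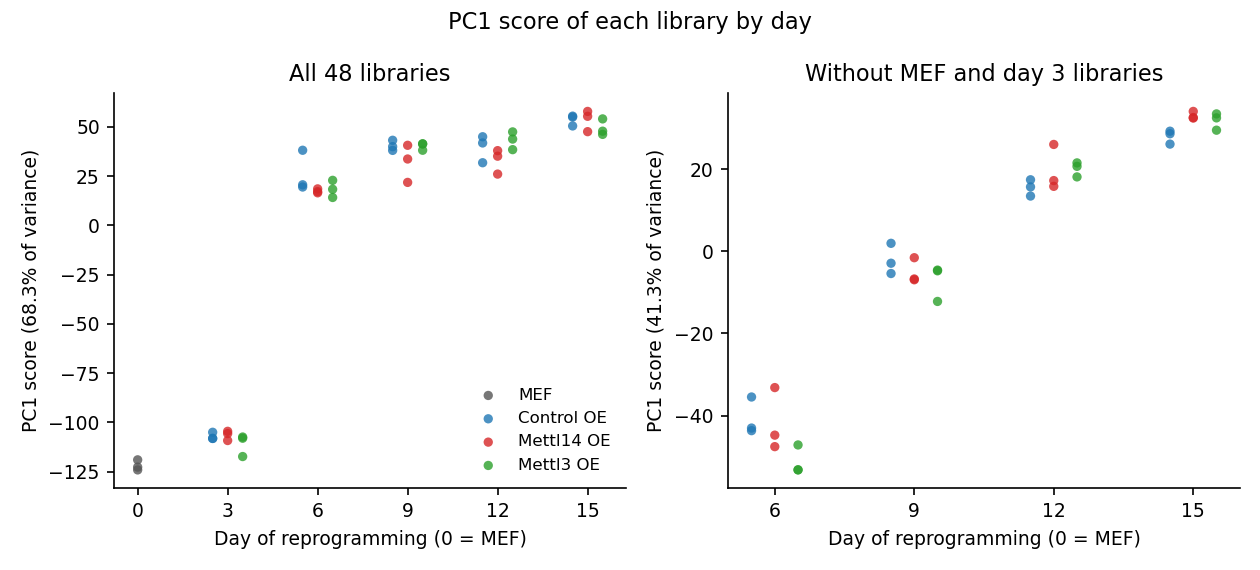
PC1 scores of each library by day. Left, all 48 libraries (68.3% of the variance); right, without MEFs and day 3 (41.3%). Each point is 1 library, coloured by group (MEF, Control OE, *Mettl14* OE, *Mettl3* OE), with 3 libraries per group and day.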

Volcano plots showed that exogenous *Mettl14* treatment resulted in the upregulation of 37 differentially expressed genes (DEGs) (fold change [FC] > 1.5, false discovery rate [FDR] < 0.05) and downregulation of 33 DEGs on day 15, compared with the control group (Figure 3A).

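On day 15, 14 genes were higher and 13 lower in *Mettl14* OE than in Control OE, among 12134 tested. Median-ratio scaling gave 24 higher and 10 lower, library weights 54 and 59, no filter 7 and 7, and pseudocounts of 0.1 and 0.5 gave 30 and 25 lower. Single libraries left out gave 10 to 29 higher and 9 to 25 lower (29 and 24 without Control OE replicate 2, 25 lower without *Mettl14* OE replicate 1). At the adjusted p alone, 51 were higher and 77 lower. The largest called increases were in the transgene itself and in *Scarna10*, a small RNA of Cajal bodies. *Scarna10* stood at 1178 ± 118 FPKM (mean ± SD, n = 3 libraries) and was listed at 0 in Control OE. The gene called lower on day 3, *AF357399*, was likewise listed at 0 in *Mettl14* OE, against 28.8 ± 5.20 FPKM in Control OE. Whether such all-or-none values reflect the cells or the quantification was not tested. Next among the increases on day 15 came *S100g*. This calcium-binding protein gene stood at 1.76 ± 0.343 against 0.242 ± 0.174 FPKM (log2 change 1.16, SE 0.14, limma adjusted p = 7.3e-04). The immediate-early nuclear receptor *Nr4a3* followed (0.85, SE 0.13, adjusted p = 0.0095), with the antimicrobial *S100a7a* (0.79, SE 0.11, adjusted p = 0.0047) and *Gchfr*, a regulator of tetrahydrobiopterin synthesis (0.66, SE 0.13, adjusted p = 0.027). The chemokines *Ccl7*, *Cxcl2*, *Ccl2* and *Cxcl1* were in this group as well.
The largest called decrease was in the imprinted gene *Mest*, at 4.203 ± 0.970 against 9.32 ± 0.985 FPKM (log2 change -1.0, SE 0.13, adjusted p = 0.0047). The kinase gene *Nrk*, active in placenta (-0.89, SE 0.12, adjusted p = 0.0021), the zinc-finger gene *Zcchc5* (-0.76, SE 0.13, adjusted p = 0.017) and the neuronal adhesion gene *Lrrn3* (-0.75, SE 0.15, adjusted p = 0.038) fell too. So did the Wnt antagonist *Sfrp2* (-0.74, SE 0.12, adjusted p = 0.011), *Kctd12*, an auxiliary subunit of GABA receptors (-0.73, SE 0.09), and the imprinted *Peg10* (-0.72, SE 0.09, adjusted p = 0.0015). The cadherin *Fat4* (-0.67, SE 0.08, adjusted p = 9.3e-04), the calpain-like *Capn6* (-0.67, SE 0.10) and the homeobox gene *Meox2* (-0.66, SE 0.11, adjusted p = 0.013) completed the named decreases.
Of the 21 genes labelled as increased in Figure 3A, 20 were tested, all 20 were higher here and 6 were called. Of the 20 labelled as decreased, all 20 were lower and 8 were called.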

**Figure 3:**
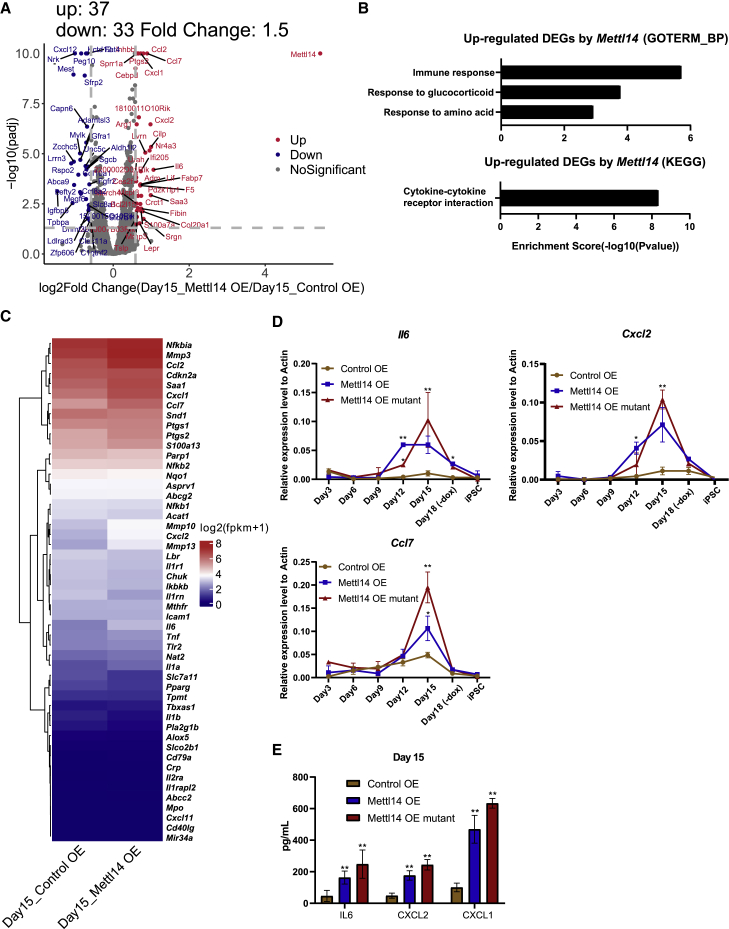
The expression level of SASP genes was increased after OE of *Mettl14* (A) Volcano plot showing the DEGs representing genetic changes caused by *Mettl14* OE on day 15 of reprogramming. (B) Gene Ontology (GO) enrichment analysis showing that the DEGs increased by *Mettl14* were mainly enriched in the immune response. (C) Heatmap showing SASP gene clustering in the samples on reprogramming day 15. (D) qRT-PCR was performed to determine the expression levels of SASP genes in wild-type and mutant *Mettl14* cells from days 3 to 18 and in iPSCs. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (E) ELISAs showing the expression levels of IL-6, CXCL2, and CXCL1 in the cell-conditioned medium on reprogramming day 15. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison.

Gene Ontology (GO) enrichment analysis showed that the DEGs increased by *Mettl14* OE were mainly enriched in immune response and cytokine-cytokine receptor interactions (Figure 3B). 

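Of 41 tested genes controlled by NF-kB, the transcription factor of inflammation, 6 passed as higher in *Mettl14* OE on day 15 and 0 as lower (14 and 0 adjusted over the list alone; median log2 change 0.16). The limma camera test gave adjusted p = 4.6e-12, and adjusted p = 0.46 with an estimated correlation. In this comparison 20 of 30 tested lists passed camera with its preset correlation, and 0 passed with an estimated one. The NF-kB list was written after Figure 3A had been viewed and holds 8 of its labelled genes. Its counts and test are therefore not independent of that figure. Besides the chemokines the 6 include *Cebpd*, a transcription factor of the acute-phase response (0.51, SE 0.09, adjusted p = 0.013), and *Ptgs2*, the inducible cyclooxygenase (0.54, adjusted p = 0.0051).
Glucocorticoid-induced genes, standing in for the hormone response of Figure 3B, had 4 of 20 higher and 0 lower (5 and 1 adjusted over the list alone; median 0.10; camera adjusted p = 8.9e-06, adjusted p = 0.48 with an estimated correlation). These were the arginase *Arg1* (0.55, SE 0.08, adjusted p = 0.0033), *Cebpb* (0.50, SE 0.09, adjusted p = 0.016), the EGF receptor inhibitor *Errfi1* (0.42, SE 0.09, adjusted p = 0.038) and *Cebpd*. Immediate-early genes had 2 of 28 higher, *Nr4a3* and *Ier3*, a stress-response gene (0.41, SE 0.08, adjusted p = 0.022), and 0 lower (3 and 0 adjusted over the list alone; median 0.17; camera adjusted p = 5.4e-08, adjusted p = 0.46 with an estimated correlation).
Interferon-stimulated genes had 1 of 34 higher, *Ifi205* (0.62, SE 0.08, adjusted p = 0.0017), and 0 lower (1 and 0 adjusted over the list alone). Their median was -0.09 and their mean -0.03, while camera ranked them upward (adjusted p = 0.50, adjusted p = 0.88 with an estimated correlation). Without *Mettl14* OE replicate 1 camera passed them as higher (adjusted p = 0.0213), and without replicate 2 as lower (adjusted p = 0.0433; 0.0213 to 0.998 over the alternatives). Acute-phase proteins had 1 of 11 higher, the serum amyloid *Saa1* (0.50, SE 0.09, adjusted p = 0.018), and 0 lower (1 and 1 adjusted over the list alone; median 0.06; camera adjusted p = 0.042, adjusted p = 0.51 with an estimated correlation). The GO annotation was not used here, and these lists stand in for its terms. All of them were written after Figures 3A and 3C had been viewed.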

To understand these data, we searched the literature about immunity in cell reprogramming and *Mettl14*-related phenotypes. It has been reported that, in senescent cells, m^6^A-independent genome-wide *Mettl3* and *Mettl14* redistribution drives the SASP (Liu et al., 2021). Therefore, we analyzed the reported SASP genes (Andriani et al., 2016; Marcheggiani et al., 2021; Mosteiro et al., 2016; Suvakov et al., 2019; You et al., 2019) in our data and found that a number of SASP genes was upregulated upon treatment with exogenous *Mettl14*, as shown in the related heatmap (Figure 3C). 

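The chemokines *Ccl7* and *Ccl2*, which attract monocytes, and *Cxcl2* and *Cxcl1*, which attract neutrophils, were higher in *Mettl14* OE on day 15. *Ccl7* stood at 69.1 ± 3.18 against 38.4 ± 3.11 FPKM (mean ± SD, n = 3 libraries; log2 change 0.83, SE 0.10, limma adjusted p = 7.3e-04). *Cxcl2* stood at 11.5 ± 1.82 against 6.02 ± 0.368 (0.82, SE 0.10, adjusted p = 7.3e-04), *Ccl2* at 153 ± 8.69 against 91.8 ± 7.85 (0.73, SE 0.09, adjusted p = 0.0015) and *Cxcl1* at 94.1 ± 7.96 against 59.0 ± 2.68 (0.66, SE 0.10, adjusted p = 0.0049). *Il6*, the cytokine for which the SASP is best known, was at 6.56 ± 1.90 against 3.44 ± 0.341 and missed the threshold (0.74, SE 0.17, adjusted p = 0.0715), although its replicates did not overlap. *Cxcl1* lost its call without a filter (adjusted p = 0.0536), with all 48 libraries in the fit (adjusted p = 0.211; 4.8e-04 to 0.211 over its alternatives) and, at a log2 change of 0.53, with library weights; *Ccl7* lost its call with all 48 libraries (adjusted p = 0.0509; 6.4e-06 to 0.0509 over its alternatives). For each of these 5 genes the exact permutation p was 0.1, the smallest that 3 against 3 libraries can give. *Mettl3* OE, compared with the same Control OE libraries, was also higher in *Il6*, *Cxcl2* and *Ccl7*. None of the 5 genes passed between *Mettl14* OE and *Mettl3* OE, so the rises are not shown to be particular to *Mettl14* OE.
*Cxcl12*, the ligand of the receptor CXCR4, went the other way, at 18.5 ± 1.68 against 34.9 ± 2.02 (-0.88, SE 0.10, adjusted p = 5.1e-04). Of 56 tested members of a list of SASP factors, 4 were higher and 1 lower (10 and 2 adjusted over the list alone; median 0.09). The limma camera test of the list gave adjusted p = 2.1e-05, and adjusted p = 0.48 with an estimated correlation. A broader senescence list of 89 genes had 4 higher and 2 lower (11 and 4 adjusted over the list alone; median 0.08; camera adjusted p = 3.7e-04, adjusted p = 0.51 with an estimated correlation). These lists were written after the labels of Figures 3A and 3C had been seen, and the SASP list holds 7 of the genes labelled in Figure 3A.

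**Figure D2:**
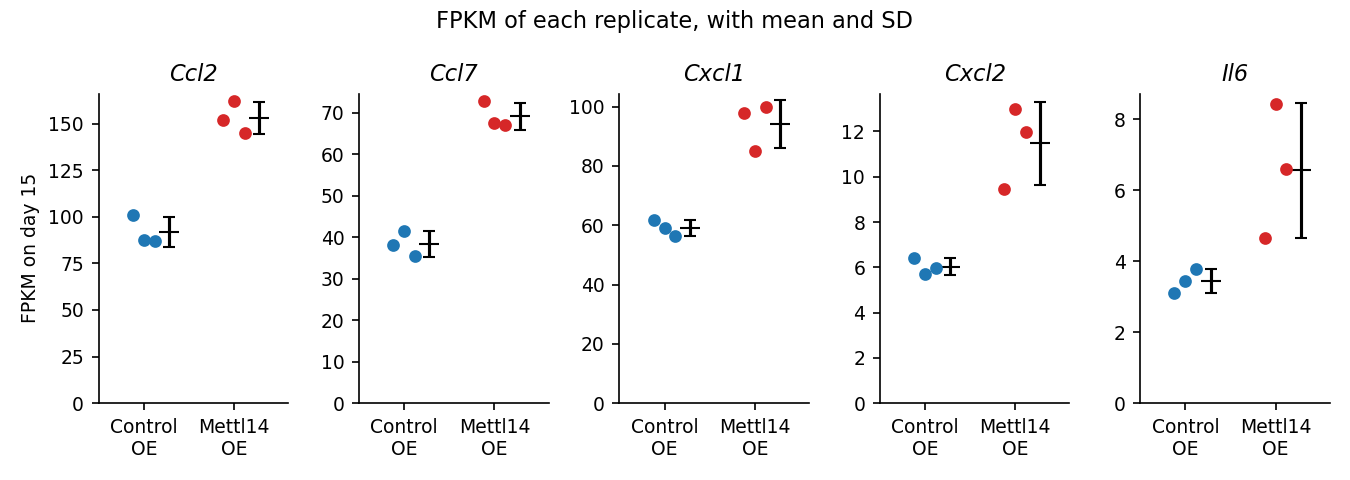
FPKM of *Ccl2*, *Ccl7*, *Cxcl1*, *Cxcl2* and *Il6* on day 15 in Control OE and *Mettl14* OE. Points are the 3 libraries of each group, bars their mean and SD; every axis starts at 0.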

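*Ccl2*, *Ccl7*, *Cxcl1* and *Cxcl2* were the SASP factors among the 14 genes called higher in *Mettl14* OE on day 15. That is 28.6% of the called genes, against 0.462% of all 12134 tested genes (56 SASP factors). Fisher's exact test, one-sided, gave an odds ratio of 92.3 and p = 3.9e-07. With the 51 genes that pass the adjusted p alone, the same 4 genes gave an odds ratio of 19.7 (exact p = 8.65e-05). Against the broad senescence list (89 tested) the odds ratio was 56.5 (exact p = 2.56e-06). The enrichment rests on these 4 genes, all named in the text: of the 51 tested SASP factors that the text does not name, 0 were among the 14 called higher in limma (2059 genes in both directions at an unadjusted p under 0.05). The SASP list of Figure 3C was not copied from the picture; the list here was written from general knowledge after that figure had been viewed, so it is not independent of it.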

Surprisingly, we also found that the upregulated DEGs were significantly enriched for SASP genes (7 of 37 upregulated DEGs are SASP genes, Fisher’s exact p value < 2.573e-10; Figure 3A).

To investigate how SASP genes are regulated during reprogramming, we plotted their dynamic expression levels. The expression levels of SASP genes, such as *Il6*, C-X-C motif chemokine ligand 2 (*Cxcl2*), and C-C motif chemokine ligand 7 (*Ccl7*), were increased after day 12 and peaked on day 15 (Figure S3B). 

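*Il6* rose late in both groups. In Control OE it stood at 0.141 ± 0.118 FPKM on day 3 (mean ± SD, n = 3 libraries), 0.728 ± 0.0872 on day 6, 0.656 ± 0.107 on day 9, 1.39 ± 0.392 on day 12 and 3.44 ± 0.341 on day 15. In *Mettl14* OE it went from 1.63 ± 0.618 on day 12 to 6.56 ± 1.90 on day 15. The step from day 12 to day 15 was 0.90 on the log2 scale in Control OE (SE 0.15, limma adjusted p = 5.5e-05) and 1.52 in *Mettl14* OE (SE 0.15, adjusted p = 2.1e-09).
*Cxcl2* stood at 1.42 ± 0.365 FPKM on day 12 and 6.02 ± 0.368 on day 15 in Control OE (1.54, SE 0.14, adjusted p = 4.0e-10), and at 2.24 ± 0.462 and 11.5 ± 1.82 in *Mettl14* OE (1.95, SE 0.14, adjusted p = 2.3e-12). It had already risen from day 9 to day 12 in Control OE (1.02, adjusted p = 4.9e-06) and in *Mettl14* OE (1.21, adjusted p = 9.0e-08), a step that joins separate tables. *Ccl7* rose from 18.7 ± 5.73 to 38.4 ± 3.11 FPKM in Control OE (1.04, SE 0.23, adjusted p = 0.0016) and from 24.2 ± 6.79 to 69.1 ± 3.18 in *Mettl14* OE (1.51, SE 0.23, adjusted p = 1.0e-05). Its first rise came from day 6 to day 9 (0.98, adjusted p = 6.8e-04 in Control OE; 0.77, adjusted p = 0.0067 in *Mettl14* OE). In *Mettl14* OE this call was lost without day 9 replicate 1 (0.54, adjusted p = 0.0883), without day 6 replicate 3 (0.64, adjusted p = 0.0508) and in a fit of 2 groups (adjusted p = 0.065; 9.1e-07 to 0.0883 over its alternatives).
MEFs, before OSKM, held 31.9 ± 1.32 FPKM of *Ccl7*, 1.49 ± 0.346 of *Cxcl2* and 0.349 ± 0.125 of *Il6*. By day 3 of Control OE *Ccl7* had fallen by 1.83 (adjusted p = 1.4e-08) and *Cxcl2* by 1.21 on the log2 scale (-1.21, adjusted p = 2.2e-09). From day 12 to day 15 all tested macrophage genes rose in Control OE as well. Whether macrophages contribute to the rises of *Il6*, *Cxcl2* and *Ccl7* in that step was not tested. Day 15 is the last day sequenced, so a later fall was not measured in these libraries.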

To confirm the effects of *Mettl14* on late-phase reprogramming, we performed qRT-PCR assays to ascertain the expression levels of SASP genes in cells’ expression of wild-type or mutant *Mettl14* from days 3 to 18 and in iPSCs. As shown in Figure 3D, the expression levels of SASP genes peaked on day 15 and then dramatically decreased on day 18. These SASP genes were negligibly expressed or not expressed even in the established iPSC line cells (Figure 3D).

To confirm that SASP factors were secreted, we performed ELISAs to examine the secreted protein levels of IL-6, CXCL2, and CXCL1 in the late reprogramming period. The level of these factors in the medium of cells expressing either *Mettl14* wild-type or the mutant were significantly higher than those in the control group on day 15 (Figure 3E). 

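The effect of *Mettl14* OE on day 15 minus its mean on days 3, 6 and 9 was 0.80 for *Il6* (SE 0.17, limma adjusted p = 0.035) and 0.75 for *Cxcl2* (SE 0.16, adjusted p = 0.035) on the log2 scale. Both had group means below 1 FPKM on the early days in Control OE and *Mettl14* OE, where log2(FPKM + 1) compresses effects. Neither passed with a pseudocount of 0.5 (adjusted p = 0.095 and 0.171) or 0.1 (adjusted p = 0.31 and 0.583), a filter at 5 FPKM or several single libraries left out, so a larger effect on day 15 is not established for them. Over all alternatives their adjusted p ran from 5.3e-05 to 0.31 for *Il6* and from 0.0012 to 0.583 for *Cxcl2*. For the chemokines with higher early levels, the same difference did not pass: 0.88 for *Ccl7* (SE 0.26, adjusted p = 0.13) and 0.71 for *Ccl2* (SE 0.19, adjusted p = 0.095). *Cxcl1*, near 0.8 FPKM on day 3, did not pass either (0.78, SE 0.32, adjusted p = 0.27). Against day 12 alone, a comparison added to the plan, *Il6* did not pass (0.62, SE 0.21, adjusted p = 0.89). Across all genes 10 had a higher and 9 a lower effect on day 15 than on days 3 to 9, against 22 and 10 with median-ratio scaling, 152 in all with library weights and 0 with a pseudocount of 0.1 (limma; 1783 at an unadjusted p under 0.05 as reported). Leaving out single libraries gave 5 to 45. Chance cannot be excluded for this count, since 6 of 100 drawn splits within days called as many genes.
Within the earlier days *Mettl14* OE changed 1 gene up and 1 down on day 3, 1 up and 0 down on day 6 (825 in limma at an unadjusted p under 0.05), and 2 up and 0 down on day 9 (729) and on day 12 (2922). *Mettl14* was among them each time. The counts on days 9 and 12 rest on single libraries: without *Mettl14* OE replicate 2 day 9 gave 296 genes (294 lower), and without Control OE replicate 2 day 12 gave 49, while library weights gave 227 and 74. On day 12 the effect was 0.12 for *Il6* (adjusted p = 0.60), 0.42 for *Cxcl2* (adjusted p = 0.14) and 0.37 for *Ccl7* (adjusted p = 0.40). The paper reasons from the time course (Figure S3B), qRT-PCR of wild-type and mutant *Mettl14* (Figure 3D) and ELISAs (Figure 3E). The mutant was not sequenced in these libraries, so the role of m6A was not analysed here.

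**Figure D3:**
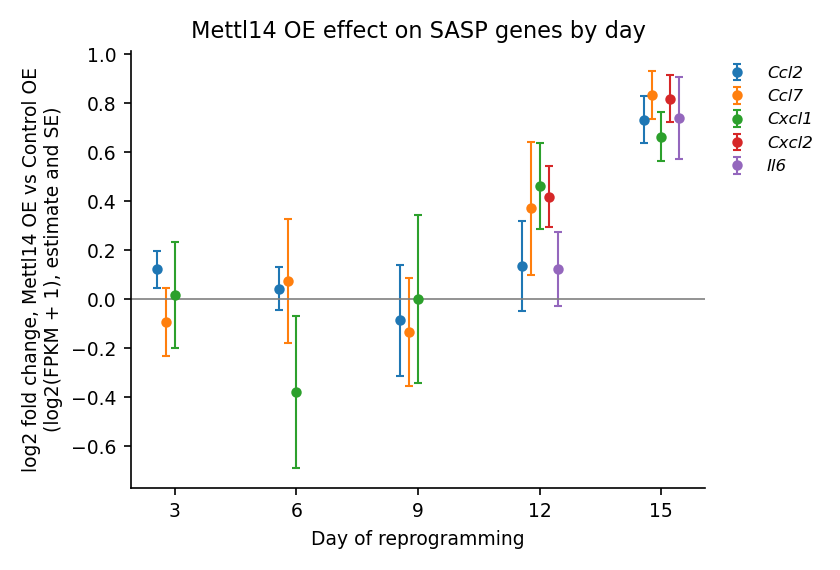
Log2 change of *Mettl14* OE against Control OE by day, with its SE from limma (n = 3 libraries per group). *Il6* and *Cxcl2* are absent on days 3, 6 and 9, where they lie below the expression filter.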

In general, *Mettl14* transiently upregulated the expression levels of SASP genes in the late phase of reprogramming in an m^6^A-independent manner.

### SASP genes are key factors in regulating reprogramming efficiency

Considering these findings, we hypothesized that SASP factors were secreted from intermediate cells during the phase of reprogramming. We collected the conditioned medium of the late reprogrammed cells and used it to culture untransfected reprogrammable MEFs (Figure 4A). Compared with medium used to culture the control group cells, conditioned medium obtained from *Mettl14* wild-type or mutant cell culture led to more untransfected reprogrammable MEFs transitioning into iPSCs (Figure 4B). Furthermore, to identify the SASP factors that facilitated the transition of somatic cells to iPSCs, we evaluated the effect of IL-6, a cytokine in the SASP, at different time points in the reprogramming process (Figure 4C). In the middle and late stages of reprogramming (days 8 and 12), IL-6 treatment significantly improved reprogramming efficiency (Figure 4D). These results suggested that SASP factors were secreted into the medium and regulated reprogramming efficiency.

**Figure 4:**
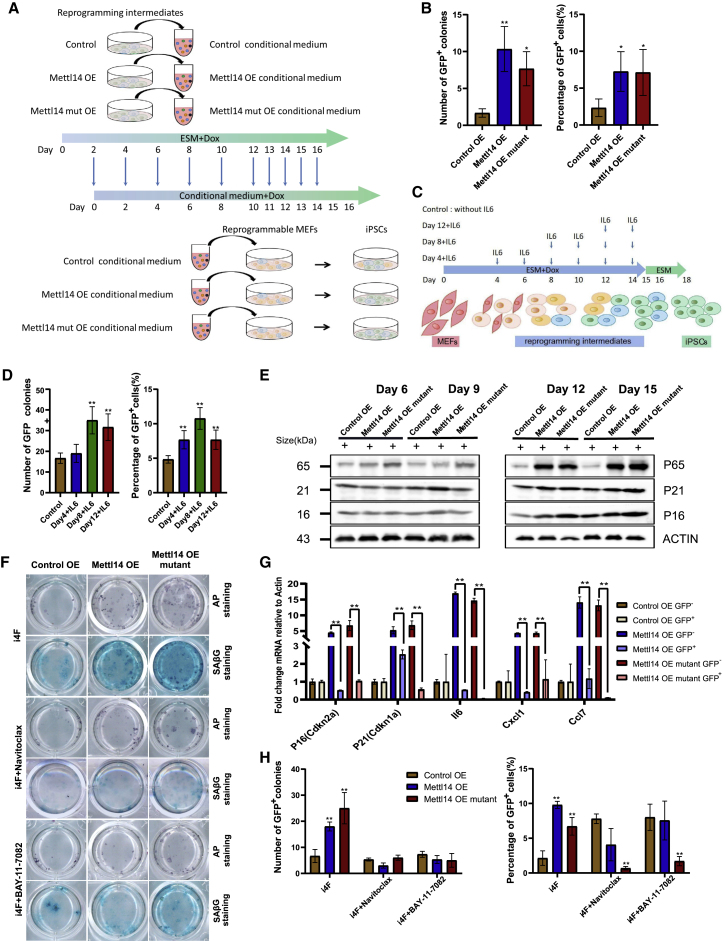
Reprogramming efficiency was reduced after SASP factors or senescence inhibitors were added to the culture (A) Schematic diagram for the procedure of collection of conditional medium from the reprogramming intermediates of different groups and treatment of reprogrammable cells. (B) Estimated reprogramming efficiency of conditioned medium from the reprogramming intermediates of different group treatments tested by the number of *Oct4*-GFP^+^ colonies formed and the percentage of *Oct4*-GFP^+^ cells. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (C) Schematic diagram of IL6 treatment at different time points after the induction during reprogramming. (D) Estimated reprogramming efficiency of IL6 treatment tested by the number of *Oct4*-GFP^+^ colonies formed and the percentage of *Oct4*-GFP^+^ cells. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (E) Western blot showing the expression level of NF-κB complexes regulatory subunit P65 and cyclin-dependent kinase inhibitors P16 and P21 during reprogramming. ACTIN is used as loading control. (F) Alkaline phosphatase (AP) staining and *β*-galactosidase staining showing changes in the number of senescent cells and GFP^+^ colonies during reprogramming before and after the treatment of Navitoclax and BAY 11-7082. (G) qRT-PCR analysis results showing the SASP gene expression levels in *Oct4*-GFP^−^ and *Oct4*-GFP^+^ cells. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison. (H) The number of *Oct4*-GFP^+^ colonies was counted, and the percentage of *Oct4*-GFP^+^ cells was determined by FACS 18 days after induction. Navitoclax and BAY 11-7082 were added to different experimental groups. The data are presented as the means ± SEM (n = 3); ^∗^p < 0.05, ^∗∗^p < 0.01 by Student’s t test performed for comparison.

It is thought that SASP factors are secreted mainly by senescent cells. To determine whether reprogrammed cells undergo senescence, we evaluated the protein expression levels of senescence markers P21 and P16 and that of components of the nuclear factor κB (NF-κB) pathway, which is upstream of the SASP factors. A western blot analysis showed that OE of the *Mettl14* or the *Mettl14* mutant resulted in significant upregulation in the expression level of P65, a major component of NF-κB complexes, as well as cyclin-dependent kinase inhibitors P16 and P21 during the late stage of reprogramming (Figure 4E).

To explore the possible relationship between *in vitro* reprogramming and senescence, we examined whether both of these processes proceeded within the same time period in different cell populations. We performed double staining for AP (indicating pluripotent colonies) and SAβG (indicating senescent cells) on day 15 of reprogramming (Mosteiro et al., 2016). We found a positive correlation between the degree of cell senescence and the number of AP^+^ colonies (Figure 4F). During reprogramming, wild-type *Mettl14* and mutant *Mettl14* triggered more cells to undergo senescence and generated more iPSCs (Figure 4F).

To determine which subpopulation of cells exhibited senescence and expressed SASP genes, we sorted *Oct4*-GFP^+^ and *Oct4*-GFP^−^ cells by fluorescence-activated cell sorting (FACS) on day 15 of reprogramming and measured the expression levels of senescence and SASP genes. The expression levels of senescence genes, such as *p16* (*Cdkn2a*) and *p21* (*Cdkn1a*), and of SASP genes, including *Il6*, *Cxcl1*, and *Ccl7*, in *Oct4*-GFP^−^ cells were much higher than those in *Oct4*-GFP^+^ cells (Figure 4G), suggesting that the cells that had not been successfully reprogrammed (also termed non-reprogrammed [NR] cells; Guo et al., 2019) underwent senescence and secreted SASP factors.

To track which cell population expressed SASP genes, we analyzed publicly available single-cell RNA-seq data on the cell-fate continuum during somatic cell reprogramming (Guo et al., 2019). The expression patterns of *Il6*, *Cxcl1*, and *Ccl2* were consistent with those of the NR branch signature genes (*Cd34* and *klk10*) (Figure S4A) but were very different from those of reprogramming potential (RP) branch signature genes (*Sal4* and *Dppa5a*) (Figure S4A). This result suggested that SASP-producing cells were mainly in the NR branch fraction. In addition, the expression levels of SASP genes, such as *Ccl2* and *Ccl7*, in RP cells were significantly lower than those in NR cells (Figure S4B). Collectively, the findings revealed that *Mettl14* mainly enhances SASP secretion in NR cells.

To determine whether the increased efficiency of iPSC generation depends on cellular senescence or the SASP, we used small molecules to treat the reprogrammed cells on day 10 with Navitoclax (also known as ABT263) to selectively reduce the viability of senescent cells by inhibiting *Bcl-2*/*Bcl-xL*/*Bcl-w* expression (Chang et al., 2016) and BAY 11-7082, an inhibitor that blocks activation of NF-κB pathway, a master regulator of the SASP (Acosta et al., 2008; Chien et al., 2011; Freund et al., 2011; Krishnan et al., 2013; Lee et al., 2012). Both inhibitors significantly reduced the number of senescent cells, as indicated by SAβG staining, which is shown in Figure 4D, and effectively blocked the upregulation of SASP gene expression by *Mettl14* or its mutant (Figure S4C). Correspondingly, these two inhibitors blocked the activation effect of *Mettl14* on reprogramming, as indicated by the number of *Oct4*-GFP^+^ and AP^+^ colonies and the percentage of *Oct4*-GFP^+^ cells (Figure 4H). These results suggested that the SASP is required for *Mettl14* to affect reprogramming.

In conclusion, the effect of *Mettl14* on reprogramming mainly depended on cellular senescence and transiently upregulated expression of SASP genes in NR cells during the late phase of reprogramming in an m^6^A-independent manner.

## Discussion

We focused on the m^6^A-independent function of *Mettl14* during *in vitro* reprogramming. *Mettl14* significantly upregulated the expression level of SASP genes during the late phase of reprogramming. It had been previously reported that in senescent cells, *Mettl14* regulated SASP genes in an m^6^A-independent manner (Liu et al., 2021). Based our METTL14 chromatin immunoprecipitation sequencing (ChIP-seq) data, we hypothesized that *Mettl14* functions as a transcription factor or co-activator, binds to promoter regions of SASP genes, and increases their expression to facilitate somatic cell reprogramming. Notably, our data supported the hypothesis that SASP genes facilitate reprogramming, which is consistent with their role during *in vivo* reprogramming (Mosteiro et al., 2016, Mosteiro et al., 2018).

The relationship between senescence and reprogramming remains controversial. OE of OSKM genes caused both cell senescence and reprogramming. It has been previously shown that long-term OE of the inflammation-related pathway *Ink4/Arf* locus, comprising *Cdkn2a-Cdkn2b* genes that encode four potent tumor suppressors, namely p16^*Ink4a*^, p19^*Arfand*^, p15^*Ink4b*^, and p21^*Cdkn1a*^, inhibited the efficiency of *in vitro* reprogramming (Dulic et al., 2000; Hong et al., 2009; Li et al., 2009). However, in the *in vivo* reprogramming system presented in the previous study, after the KD of *Ink4/Arf* pathway components, cell senescence was sharply attenuated and cell reprogramming efficiency was reduced *in vivo* (Mosteiro et al., 2016). The most widely investigated validation factor, IL-6, activates a *Jak/Stat* target, the serine/threonine kinase gene *Pim1*, resulting in a 2-fold increase in the iPSC acquisition rate (Brady et al., 2013).

The dynamic homeostatic function of senescent cells depends on their clearance by the immune system once their beneficial function has been realized (Krizhanovsky et al., 2008; Sagiv et al., 2016). Senescence induction is required for effective cell reprogramming *in vivo*, as SASP factor production promotes reprogramming of somatic cells into iPSCs in a paracrine manner (Mosteiro et al., 2016). We analyzed our RNA-seq data and found that cytokine-cytokine receptor interactions were significantly enriched with upregulated DEGs that had been induced by *Mettl14*. It has been speculated that during reprogramming, senescent cells secrete SASP factors to promote potential reprogramming of cells, enabling them to acquire pluripotency through the paracrine process.

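Of 106 tested cytokine, chemokine and receptor genes, 5 were higher and 1 lower in *Mettl14* OE on day 15 (10 and 4 adjusted over the list alone; median log2 change 0.01). Besides the 4 chemokines the fifth was *Inhbb*, the beta-B subunit of activin and inhibin, and the gene that fell was *Cxcl12*. The 4 chemokines made up the cytokine genes among the 14 called higher, an odds ratio of 46.9 by one-sided Fisher's exact test (p = 5.1e-06). The same 4 genes carry the SASP enrichment, so this is not a second one. The cytokine list was written after Figure 3A had been viewed and holds 9 of its labelled genes, so it is not independent of that figure. With the 51 genes that pass the adjusted p alone, 5 were members (odds ratio 12.9, exact p = 7.90e-05). The camera test of the whole list gave adjusted p = 0.016, and adjusted p = 0.63 with an estimated correlation. Cytokine genes that missed the threshold are *Lif*, a self-renewal factor (0.49, adjusted p = 0.053), and *Tslp*, an epithelial alarmin (0.51, adjusted p = 0.072).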

Therefore, we believe that short-term expression of SASP genes may have beneficial effects in different systems, such as during immune surveillance and immune clearance in senescent cells, and positive effects on reprogramming efficiency during reprogramming but that their long-term expression is detrimental to the organism.

## Experimental procedures

The experimental procedures were including in supplementary information.

### Resource availability

#### Accession numbers

The sequencing datasets have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through GEO: GSE196475.

## Author contributions

C.X. and L.W. designed and performed the experiments, performed the data analysis, led discussion, and wrote the manuscript; X.X. performed the bioinformatics analyses; C.X., Y.W., X.K., Y.Z., J. Sun, Y.D., Z.S., J. Shen, D.L., W.Y., Y.L., R.Z., Y.X., H.W., L.H., L.W. and S.G. contributed to the experimental work and discussion; and S.G. and L.W. supervised the study and contributed to writing. There is no conflict of interest in this article.

## Supplemental information

Document S1. Figures S1–S4, Tables S1 and S2, and supplemental experimental procedures

Document S2. Article plus supplemental information

## Footnotes

Supplemental information can be found online at https://doi.org/10.1016/j.stemcr.2022.06.012.

How the deposited data were processed for this re-analysis (not part of the article)

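Poly(A) RNA of MEFs and of cells reprogrammed with inducible OSKM (doxycycline, 1 µg/ml) was sequenced on days 3, 6, 9, 12 and 15 in 3 arms: Control OE, *Mettl14* OE and *Mettl3* OE. With MEFs this makes 16 groups of 3 libraries, 48 in all, and each library was taken into its group by its title, time point and condition. Neither the paper's main text nor the sample labels state whether the replicates of a group come from separate cultures, and the supplemental procedures were not available here, so every p-value measures only the spread between these libraries. The deposited series text also speaks of another factor and of chromatin fragmentation. Neither was taken to apply to these libraries.

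According to their deposited processing notes, the authors aligned the reads to mm9 with TopHat2 2.1.1 and computed FPKM values with Cufflinks 2.2.1. The file of FPKM values holds 24013 lines for the 48 libraries, with no counts. A single line was an exact copy of another (*Ccl2*) and was counted once, where the plan would have summed it; the remaining lines that share a symbol were summed, which left 24010 genes, 1473 of them at 0 in every library. A date stands in place of a gene name on 27 lines, and no such gene is named here. The file joins 3 tables side by side: MEFs and day 3 (12 libraries), days 6 and 9 (18 libraries), and days 12 and 15 (18 libraries). Their median sums of FPKM are 234441, 392245 and 432182. Steps from day 3 to 6 and from day 9 to 12 therefore compare values of different tables. Single genes of these steps are not reported, apart from *Il6*, *Cxcl2* and *Ccl7* and the totals over all genes.

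Depth is not stated. It was estimated from the smallest FPKM values of genes with 1 annotated transcript of known length, with settings chosen after looking at the values and with lengths from GENCODE M21, which is not the authors' annotation. The estimate is 12.89 to 37.23 M fragments per library (median 23.32). Group medians (lowest to highest library) were 20.66 (12.89 to 26.69) for MEFs; 18.11 (15.33 to 24.39), 23.08 (22.92 to 25.61), 25.43 (19.41 to 30.03), 24.73 (24.56 to 29.01) and 22.76 (21.68 to 25.08) for Control OE on days 3 to 15; 28.61 (22.29 to 29.01), 25.96 (19.27 to 27.25), 25.25 (23.56 to 27.44), 19.27 (18.23 to 28.22) and 17.01 (16.55 to 18.49) for *Mettl14* OE; and 21.38 (21.09 to 24.06), 29.01 (14.5 to 29.82), 19.95 (19.14 to 24.39), 32.19 (24.39 to 37.23) and 19.27 (16.66 to 22.92) for *Mettl3* OE. Libraries of a group correlated at 0.978 to 0.991 on the log2 scale. Small RNAs took 21.0% to 43.8% of the FPKM sum of a library.

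Values were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1, using a mean-variance trend and robust moderation. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9. Genes needed at least 1 FPKM in at least 3 libraries of a fit. Arms were compared within each day over its 9 libraries. Steps between successive days, within Control OE and within *Mettl14* OE, used all 48 libraries and 16 groups. So did the difference between the day 15 effect of *Mettl14* OE and the mean of its day 3, 6 and 9 effects. The same difference against day 12 was added to the plan. Genes were called at a fold change of 1.5 and a Benjamini-Hochberg adjusted p of 0.05, the paper's thresholds. The fold change is of FPKM + 1. The paper's text names neither its test nor the values behind its fold change. PCA used centred values, unscaled.

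The comparisons, the gene lists, the alternatives and the rule for named genes were set before the data were examined, except where stated. By that rule the text names the genes the paper's text names, the 10 largest called changes in each direction for *Mettl14* OE on day 15 and 6 in each direction elsewhere, and up to 4 members of each described list. The labels of Figure 3A served to compare directions, to tally calls and to name labelled genes gained or lost under the alternatives. Other genes outside the rule are *Inhbb*, *Lif*, *Tslp*, *1600025M17Rik* and those named beside a count of 6 or fewer, chosen after their values were seen. Of the 33 lists, written from general knowledge, all were written after Figures 3A and 3C had been viewed. Several hold genes labelled in Figure 3A: 7 in the SASP list, 7 in the broad senescence list, 9 in the cytokine list and 8 in the NF-kB list. Counts in these lists are therefore no independent evidence of a direction.

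Members of a list were tallied at the adjusted p without a fold threshold, over all genes and adjusted over the list alone. Lists were tested with camera at a preset correlation of 0.01 between genes, and also with an estimated correlation and with fry, adjusted over the lists. SASP and cytokine genes among called genes were tested with a one-sided Fisher's exact test against the genes tested. The 5 genes of interest were also tested by exact permutation, where 3 against 3 libraries allow no p under 0.1.

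Scaling between libraries was varied because it moved the median change of all genes by over 0.1 in some comparisons. On the log2 scale that median was 0.82 from day 3 to day 6 in Control OE as deposited and 0.04 after median-ratio scaling. It was 0.15 from day 12 to day 15 in *Mettl14* OE against -0.01 after quantile normalization, and 0.08 against -0.02 for the same step in Control OE. *Mettl14* OE against Control OE on day 12 gave -0.12 against 0.00 with median-ratio scaling, and on day 6 -0.11 against 0.00 with quantile normalization. On day 15 the median was -0.04, against 0.01 and -0.01 after these scalings.

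The other alternatives were pseudocounts of 0.1 and 0.5, no filter or a filter at 5 FPKM, a replicate block, library weights, the highest of duplicate lines, fits of 2 groups or of all 48 libraries, and leaving out each library in turn. A correction for transcript length and a PCA without MEFs and day 3 were chosen after seeing the data; another smoother for the length correction had been tried before.

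The procedure was tested on simulated data with 200 changed genes and residuals independent between genes. For *Mettl14* OE on day 15 it called 15.0% of 60 genes changed 1.5-fold (60.0% at the adjusted p alone), 89.0% of 73 changed 2-fold and 92.5% of 67 changed 3-fold. Of 11767 unchanged genes, 6 were called. A shifted list passed camera with a preset (adjusted p = 1.1e-22) and an estimated correlation (adjusted p = 4.5e-04). Of 24 lists without a shift, 0 passed either way with camera and 1 passed with fry. With residuals independent between genes, this cannot show how often lists of genes that vary together pass. In the real comparison on day 15, 20 of 30 lists passed camera with the preset correlation, 0 with an estimated correlation and 1 with fry.

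The value of 1 gene among the epithelial genes is not reported here. GO annotation and the paper's SASP list were not used here, and neither were its qRT-PCR, ELISA and protein measurements.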

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

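The comparison with day 12, the simulated overlap of calls and the correction for transcript length were chosen after results had been seen; the other tests of this part were planned.

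The *Mettl3* OE libraries drew attention because the paper's main text does not report on RNA-seq of them and they hold changes against Control OE. There were 156 changed genes on day 3 (48 up, 108 down), 184 on day 6 (93 up, 91 down), 328 on day 9 (153 up, 175 down), 165 on day 12 (95 up, 70 down) and 222 on day 15 (42 up, 180 down). With single libraries left out the count ran from 15 to 417 on day 6 (417, 15 and 30 without *Mettl3* OE replicates 1, 2 and 3, 63 and 71 without Control OE replicates 2 and 3) and from 67 to 286 on day 12 (67, 93 and 286 without *Mettl3* OE replicates 1, 2 and 3, 90 and 108 without Control OE replicates 1 and 3). A pseudocount of 0.1 gave 305, 500, 268 and 423 on days 3, 9, 12 and 15, a filter at 5 FPKM 98, 194 and 123 on days 3, 9 and 15, no filter 102 and 94 on days 6 and 12, and library weights 437 and 313 on these days. On day 6 a fit of 2 groups gave 108 and all 48 libraries 397. On day 15 the balance moved with scaling, to 82 up and 120 down with median-ratio scaling and 71 up and 113 down with quantile normalization. The other splits of the same 6 libraries gave at most 1, 1, 2, 2 and 1 genes on these days. With 10 splits of 3 against 3 libraries, of which 1 was as large each time, a share under 0.05 is out of reach. The other splits also mix libraries of both groups, so a real difference widens their spread and lowers their calls.

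*Mettl14* OE and *Mettl3* OE differed directly in 33 genes on day 15 (28 higher and 5 lower in *Mettl14* OE), which drew attention as a tested difference between 2 effects. The number was 69 with library weights, 59 with all 48 libraries in the fit, 58 and 53 with pseudocounts of 0.1 and 0.5, and 21 with a filter at 5 FPKM. The pluripotency-associated genes *Dppa5a* (1.53) and *Dnmt3l* (1.02), the glypican *Gpc3* (1.26) and *S100g* (1.25) were higher in *Mettl14* OE on the log2 scale. The cardiac troponin *Tnnt2* (-0.98), the carboxylesterase *Ces2f* (-0.67) and the carbonic anhydrase *Car9* (-0.62) were lower. The other splits gave at most 2 genes, and 10 splits are too few for a share under 0.05. These splits also mix libraries of both arms, so a real difference lowers their calls.

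The *Mettl14* OE effect differed between day 15 and the mean of days 3, 6 and 9 in 19 genes, and between days 15 and 12 in 1 gene, *1600025M17Rik* (-0.79, SE 0.12, limma adjusted p = 8.7e-04). Both drew attention because the difference itself was tested. Of 100 drawn splits within days, the real one included, 6 called as many genes as the 19 (highest 76) and 48 as many as the 1 (highest 310), so chance cannot be excluded for either count. With a pseudocount of 0.1 limma called 0 genes in either comparison (1783 and 574 at an unadjusted p under 0.05 as reported). Library weights gave 152 genes against days 3 to 9 and 182 against day 12. Why some splits call several times the real number was not tested.

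Over 12132 genes the log2 changes of *Mettl14* OE and *Mettl3* OE on day 15 correlated at r = 0.552, about what unchanged groups with the same controls gave in simulated sets (mean 0.497, from -0.146 to 0.880). They shared 3 genes called higher (*Ccl7*, *Cxcl2* and *Gchfr*), 11 called lower and 0 in opposite directions; limma gave 2059 and 3800 genes at an unadjusted p under 0.05. Independent lists of these sizes would share 0.0485 and 0.193, a value that leaves out the shared controls. Unchanged groups with shared controls, simulated 100 times as a check chosen after the overlap was seen, shared 0 calls, but called a median of 0 genes and so say little. Both effects use the same 3 Control OE libraries, and these cannot be divided between them. In simulated sets with shared controls and no common effect, the covariance of the changes averaged 0.0160 (highest 0.0425), and in 17 of 1000 sets it was as large as the observed 0.0361. All simulated sets drew on the residuals of days 12 and 15, while the observed value is of day 15 alone. Shared control libraries are a candidate explanation of part of the likeness, and the remaining 0.0201 stays open. The length correction left the covariance at 0.0341, above the simulated mean, to which a trend with transcript length as the whole cause would have brought it, but below the highest simulated value; whether length contributes cannot be told apart from the other sources. That both proteins act in the same complex is an untested biological explanation.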

How the results depend on the processing

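The correction for transcript length and the PCA without MEFs and day 3 were chosen after seeing the data. Adjusted p-values here are limma's, and the cause of a change was not tested unless stated.

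Pseudocount 0.1: 58 genes differed between *Mettl14* OE and *Mettl3* OE on day 15 (33 as reported), 0 between the *Mettl14* OE effects on day 15 and days 3 to 9 (19) and 0 against day 12 (1); 30 genes were lower in *Mettl14* OE on day 15 (13). *Mettl3* OE changed 305 on day 3 (156), 500 on day 9 (328), 268 on day 12 (165) and 423 on day 15 (222). Control OE changed 4199 from day 0 to 3 (2603), 2031 from day 6 to 9 (1327) and 508 from day 9 to 12 (320). *Il6* stood at -0.96 in Control OE and -1.31 in *Mettl14* OE from day 0 to 3, now past the threshold, and at 0.96 from day 9 to 12 in Control OE, no longer past it; *Cxcl2* from day 6 to 9 in Control OE passed (1.18). Pseudocount 0.5: 53 and 25 genes for the difference between the arms and the decreases on day 15, and *Il6* -0.54 in *Mettl14* OE from day 0 to 3, past the threshold.

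No filter: 2 genes against day 12, 1 changed by *Mettl14* OE on day 12 (2 as reported), 7 higher (14) and 7 lower on day 15, 102 by *Mettl3* OE on day 6 (184) and 94 on day 12; *Cxcl2* in *Mettl14* OE from day 6 to 9 (0.38) missed the threshold. Filter at 5 FPKM: 21 between the arms, 5 against days 3 to 9, 0 against day 12 (limma; 574 at an unadjusted p under 0.05 as reported); 98, 194 and 123 by *Mettl3* OE on days 3, 9 and 15; 245 from day 12 to 15 in Control OE (396); *Cxcl2* in *Mettl14* OE from day 6 to 9 missed as before (0.38).

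Median-ratio scaling: 32 against days 3 to 9 (22 up, 10 down; 10 and 9 as reported), 4 by *Mettl14* OE on day 12, 24 higher and 10 lower on day 15; *Il6* on day 15 passed (0.79, adjusted p = 0.0461). In Control OE, 4725 from day 3 to 6 (8478), 252 from day 12 to 15, 844 up and 294 down from day 6 to 9 (799 and 528) and 173 up and 73 down from day 9 to 12 (162 and 158). *Il6* from day 0 to 3 passed as lower (-0.41 in Control OE, -0.53 in *Mettl14* OE), *Il6* from day 3 to 6 in Control OE missed (0.33), *Ccl7* passed as lower from day 3 to 6 (-1.12 in Control OE, -0.84 in *Mettl14* OE, where it had been 0.08), and *Cxcl2* in *Mettl14* OE from day 6 to 9 missed (0.34). Quantile normalization: 33 against days 3 to 9, 4 on day 12, 4355 from day 3 to 6, 1357 up and 1320 down from day 0 to 3 (1661 and 942), 184 up and 82 down from day 9 to 12. *Il6* from day 0 to 3 passed as lower (-0.43, -0.52), *Il6* missed from day 3 to 6 (0.071, 0.13) and from day 9 to 12 in Control OE (0.44), *Ccl7* passed as lower from day 3 to 6 (-1.06, and -0.77 in *Mettl14* OE, reversed), and *Cxcl2* in *Mettl14* OE from day 6 to 9 missed (0.22).

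Replicate numbers are shared by number alone: over 45 pairs of libraries of a day with equal numbers the residuals correlated at -0.30 to 0.34 (median -0.05), and in 9 of them each library matched the other best. With a replicate block there were 52 between the arms, 4 by *Mettl14* OE on day 12, 359 by *Mettl3* OE on day 6, and *Il6* on day 15 passed (0.74, adjusted p = 0.0134). Library weights: 69 between the arms, 152 against days 3 to 9, 182 against day 12; 227, 74, 54 higher and 59 lower by *Mettl14* OE on days 9, 12 and 15; 437 and 313 by *Mettl3* OE on days 6 and 12. *Cxcl2* on day 12 (0.35, adjusted p = 0.0120; 0.0120 to 0.454 over its alternatives) and *Il6* on day 15 (1.01, adjusted p = 0.00185; 0.00185 to 0.247 over its alternatives) passed, as did *Il6* from day 0 to 3 in *Mettl14* OE (-0.35), while *Il6* (0.33) and *Ccl7* (0.29) from day 9 to 12 in *Mettl14* OE missed. The macrophage list on day 15 changed direction (camera adjusted p = 0.658; 0.035 as reported).

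Length correction: 1 by *Mettl14* OE on day 9 (2), 4778 from day 3 to 6 and 242 from day 12 to 15 in Control OE; *Il6* on day 15 passed (0.78, adjusted p = 0.0421), and so did *Il6* from day 0 to 3 as lower (-0.38, -0.47). From day 3 to 6 *Il6* (-0.34), *Cxcl2* (-1.01) and *Ccl7* (-1.04) were lower in Control OE, the first reversed, and *Il6* (-0.24), *Cxcl2* (-0.76) and *Ccl7* (-0.76) reversed in *Mettl14* OE. Fits of 2 groups: 5 by *Mettl14* OE on day 12 and 108 by *Mettl3* OE on day 6; *Ccl7* from day 6 to 9 (0.77) and *Il6* (0.64) and *Ccl7* (0.66) from day 9 to 12 in *Mettl14* OE missed. All 48 libraries: 59 between the arms; 4, 1 and 12 by *Mettl14* OE on days 3, 9 and 12; 397 by *Mettl3* OE on day 6; *Il6* on day 15 passed (0.74, adjusted p = 0.00755) and *Ccl7* missed (0.83, adjusted p = 0.0509). With an estimated correlation the SASP list gave adjusted p = 0.481 and with fry 0.302. Without the genes the text names, which are all its called members, the exact p of SASP factors is 1 by construction.

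PC1 held 59.0% of the variance after quantile normalization, 71.0% without *Mettl3* OE, 61.3% at unit variance and 41.25% without MEFs and day 3.

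Leaving out single libraries gave 25 to 43 genes between the arms, 5 to 45 against days 3 to 9, and 1 to 4 against day 12. *Mettl14* OE changed 2 to 3, 1 to 2, 2 to 296 and 1 to 49 on days 3, 6, 9 and 12; on day 15, 10 to 29 were higher and 9 to 25 lower. *Mettl3* OE changed 150 to 190, 15 to 417, 234 to 348, 67 to 286 and 176 to 299 on days 3 to 15, and Control OE 2573 to 2644, 8125 to 8621, 1172 to 1588, 239 to 408 and 297 to 465 over its steps. On day 15 the SASP list gave camera adjusted p = 3.734e-06 to 2.593e-04, and the exact p ran from 1.381e-09 to 9.021e-06 for SASP and 3.315e-10 to 1.083e-04 for cytokine genes. PC1 ran from 67.2% to 69.3%.

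Of *Mettl14* OE against Control OE, *Il6* ran from -0.06 to 0.25 on day 12 and 0.57 to 0.94 on day 15; *Cxcl2* from 0.31 to 0.53 and 0.73 to 0.94; *Ccl7* from -0.27 to 0.03, -0.13 to 0.29, -0.37 to 0.16, 0.12 to 0.56 and 0.78 to 0.89 on days 3 to 15. Over the steps in Control OE *Il6* ran from -0.32 to -0.19, 0.55 to 0.69, -0.11 to -0.02, 0.39 to 0.60 and 0.82 to 1.03; *Cxcl2* from -1.34 to -1.15, -0.09 to 0.04, 0.15 to 0.25, 0.91 to 1.13 and 1.44 to 1.66; *Ccl7* from -1.88 to -1.75, -0.31 to 0.06, 0.84 to 1.20, -0.04 to 0.40 and 0.80 to 1.23. In *Mettl14* OE *Il6* ran from -0.40 to -0.27, 0.55 to 0.63, -0.17 to 0.15, 0.45 to 0.84 and 1.34 to 1.71; *Cxcl2* from -1.41 to -1.22, 0.06 to 0.13, 0.10 to 0.53, 1.05 to 1.48 and 1.86 to 2.07; *Ccl7* from -2.10 to -1.79, -0.13 to 0.26, 0.54 to 1.07, 0.36 to 0.89 and 1.36 to 1.71.

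Libraries that changed a count by over 1.5 times, with the count without them: for *Mettl14* OE, replicate 2 on day 9 (296, of which 294 lower) and on day 12 (1), Control OE replicate 3 on day 6 (2) and replicate 2 on day 12 (49); on day 15 Control OE replicate 2 (29 higher, 24 lower) and *Mettl14* OE replicate 1 (25 lower, and *Il6* passed at 0.94, adjusted p = 0.00361). Against days 3 to 9: *Mettl14* OE replicate 2 on day 15 (11) and on day 9 (32), Control OE replicates 1 (5) and 2 (45) on day 15. Against day 12: *Mettl14* OE replicate 3 on day 15 (3) and day 12 (2), Control OE replicate 3 on day 15 (4) and replicate 2 on day 12 (2). For *Mettl3* OE on day 6 its replicates 1 (417), 2 (15) and 3 (30) and Control OE replicates 2 (63) and 3 (71); on day 12 its replicates 1 (67), 2 (93) and 3 (286) and Control OE replicates 1 (90) and 3 (108).

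*Il6* from day 9 to 12 in Control OE missed without Control OE day 12 replicate 1 (0.39) or day 9 replicates 1 (0.48) or 3 (0.51), and from day 0 to 3 in *Mettl14* OE it passed without MEF replicate 3 (-0.40). In *Mettl14* OE from day 6 to 9 *Cxcl2* missed without day 9 replicate 1 (0.10) or day 6 replicates 1 (0.33), 2 (0.40) or 3 (0.40), and *Ccl7* without day 9 replicate 1 (0.54) or day 6 replicate 3 (0.64); from day 9 to 12 *Ccl7* missed without day 12 replicate 2 (0.45) or day 9 replicate 3 (0.36). The interferon list on day 15 changed direction without *Mettl14* OE replicate 2 (camera adjusted p = 0.0433), and passed as higher without replicate 1 (adjusted p = 0.0213).

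Of the other named genes and lists over all alternatives apart from left-out libraries, 22449 of 23818 values kept their direction and side of the threshold, 822 missed it, 546 newly passed and 1 reversed. Further single genes of the steps from day 3 to 6 and 9 to 12 are not reported: this was decided after 133 values by gene and setting had reversed, all from day 3 to 6 (35 of 215 genes with median-ratio scaling, 40 of 215 with quantile normalization and 58 of 213 with the length correction).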

Differences from the paper's values

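The alternatives here were set before the data were examined, apart from the correction for transcript length. The thresholds are the paper's (fold change above 1.5, FDR below 0.05), but the paper's text names neither its test nor the values behind its fold change. Here the fold change was of FPKM + 1, a stricter cut for genes at low FPKM. Of the genes labelled in Figure 3A, 11 increases and 15 decreases passed the adjusted p alone, against 6 and 8 called. Pseudocounts of 0.5 and 0.1 each called 15 of the decreases, and 7 and 8 of the increases. The pseudocount of 1 thus lowers the number of decreases called here.

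The paper gives 37 genes higher in *Mettl14* OE on day 15, against 14 here. Of the 17 alternatives, library weights (54) and leaving out Control OE replicate 2 (29) lie within 1.5 times the paper's count; the others, from 7 without a filter to 24 with median-ratio scaling, do not.

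The paper gives 33 genes lower, against 13 here. Pseudocounts of 0.1 (30) and 0.5 (25), leaving out Control OE replicate 2 (24) and leaving out *Mettl14* OE replicate 1 (25) lie within 1.5 times. The other 13, from 7 without a filter to 59 with library weights, do not.

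The paper gives 7 SASP genes among those higher, against 4 here with another SASP list. Median-ratio scaling (6), library weights (6), the replicate block (5) and leaving out *Mettl14* OE replicate 1 (5) lie within 1.5 times, as does the length correction (5), which was chosen after seeing the values. Of the labelled genes called here, median-ratio scaling, leaving out *Mettl14* OE replicate 1 and the length correction each drop *Lrrn3*, library weights drop *Cxcl1* and the replicate block drops none. The other 16 of 20 alternatives do not.

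The paper gives a Fisher's exact p below 2.573e-10 for these genes, against 3.935e-07 here. None of the 20 alternatives lies within 1.5 times; their exact p ran from 9.261e-10 (median-ratio scaling) to 8.65e-05 (calls without a fold threshold), apart from the list without the genes the text names, which leaves no called member.

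*Il6* is marked as increased in Figure 3A. Here it was higher without passing (0.74, limma adjusted p = 0.0715). It passed with median-ratio scaling, the replicate block, library weights, all 48 libraries in the fit and without *Mettl14* OE replicate 1, and with the length correction. Over all alternatives its adjusted p ran from 0.00185 to 0.247.

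Of the 41 genes labelled in Figure 3A, 14 were called here. Further labelled genes were called under these alternatives: with pseudocounts of 0.1 and 0.5 *Fabp7*, *Mylk*, *Gfra1*, *Sgcb*, *Rspo2*, *Fgfr2*, *Adamtsl3* and *Aldh1l2*, and at 0.1 also *Lif*; with median-ratio scaling *Arg1*, *Sprr1a*, *Fabp7* and *Ptgs2*; with quantile normalization *Fabp7*; with the replicate block *Srgn*. Library weights added *Arg1*, *Cebpd*, *Fabp7*, *Ptgs2*, *Cilp*, *Saa3*, *Crct1*, *Fibin*, *Srgn*, *Tslp*, *Sgcb*, *Fgfr2*, *Tpbpa*, *Adamtsl3* and *Lefty2*. A fit of 2 groups added *Cilp*, and all 48 libraries added *Cilp* and *Tpbpa*. The length correction, chosen after seeing the values, added *Ptgs2* and *Srgn*. Other labelled genes lost their call: *Cxcl1*, *Nr4a3*, *Zcchc5*, *Lrrn3*, *Sfrp2* and *Capn6* without a filter; *Nr4a3*, *Zcchc5* and *Lrrn3* with a filter at 5 FPKM; *Lrrn3* with quantile normalization; and *Cxcl1* and *Ccl7* with all 48 libraries.

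Leaving out a library of day 15 also added labelled genes. Without *Mettl14* OE replicate 1 these were *Fabp7*, *Lif*, *Adamtsl3* and *Lefty2*, without replicate 2 *Fgfr2* and without replicate 3 *Arg1*. Without Control OE replicate 1 they were *Fabp7* and *Aldh1l2*. Without replicate 2 they were *Arg1*, *Crct1*, *Srgn*, *Gfra1*, *Sgcb*, *Rspo2*, *Fgfr2* and *Adamtsl3*, and without replicate 3 *Ptgs2*, *Fibin* and *Tslp*. *Lrrn3* lost its call in each of these but the last. *Zcchc5* lost it without *Mettl14* OE replicates 2 or 3 or Control OE replicates 1 or 3, *Sfrp2* without *Mettl14* OE replicates 2 or 3, and *Nr4a3* without *Mettl14* OE replicate 3.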

Other observations

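The tests on the 5 SASP genes and on the step from day 3 to day 6 were chosen after their results had been seen. The lists were written after Figures 3A and 3C had been viewed.

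*Il6*, *Cxcl1*, *Cxcl2*, *Ccl2* and *Ccl7* had a median log2 change of 0.74 in *Mettl14* OE on day 15. A bias by transcript length is argued against: after a length correction the median was 0.68, and 5 of 5 passed. A bias by scaling is argued against as well, since the lower median under median-ratio scaling and quantile normalization was 0.80. A larger share of macrophages was not excluded, since log2(FPKM + 1) compresses changes of genes at low levels. It would also raise macrophage genes. Their median was 0.13 over 14 genes (quartiles 0.00 to 0.20, highest 0.51), 0 passed as higher or lower in limma (camera adjusted p = 0.035, adjusted p = 0.64 with an estimated correlation), and *Lyz2* stood at 0.21 (SE 0.39).

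Other splits of the 6 day 15 libraries of *Mettl14* OE and Control OE gave at most 2 genes higher or 2 lower, against 14 and 13. Their smallest list p for SASP factors was 0.0128 against 2.134e-05. With at most 2 called genes they offer no comparison for the Fisher's exact tests of SASP and cytokine genes. For *Mettl14* OE against Control OE on days 3, 6 and 12 the highest other split gave 2, 1 and 2 genes against 2, 1 and 2. On day 9 it gave 216 against 2, and the reason was not tested. Of the 10 splits, 2, 2, 3 and 2 were as large on days 3, 6, 9 and 12. For the steps in Control OE the real counts were 2603, 8478, 1327, 320 and 396 and the highest others 9, 0, 225, 0 and 6. In all these cases 10 splits are too few for a share under 0.05. Every other split also mixes libraries of the compared groups. A real difference then adds to the spread within groups and lowers the calls, so low counts in other splits are no measure of chance.

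From day 3 to day 6 in Control OE nearly every called gene rose (8284 of 8478). The sum of FPKM times length, which measures the share of fragments in listed genes, was 2.02 times higher on day 6. With nearly all called genes higher this sum restates the pattern and tests no cause. It rose about as much (2.08) without the 100 largest genes of each group, which argues against a few listed genes taking most of the fragments. Genes that are not listed, such as mitochondrially encoded ones, lie outside this test. It cannot tell whether a few of those took the fragments. By estimate 43.9% of the fragments of Control OE on day 3 fell in listed genes, against 88.7% on day 6. A difference in how the tables were processed and a shift in the cells cannot be told apart, since day and table coincide; the median over genes was 0.82. With median-ratio scaling 2606 genes rose and 2119 fell, and with quantile normalization 2260 rose and 2095 fell.

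*Mettl3* OE raised *Il6* on day 15 (6.90 ± 0.962 against 3.44 ± 0.341 FPKM; 0.83, SE 0.17, limma adjusted p = 0.011), with *Cxcl2* (0.78, SE 0.10, adjusted p = 2.9e-04) and *Ccl7* (0.60, SE 0.10, adjusted p = 0.0020). None of *Il6*, *Cxcl1*, *Cxcl2*, *Ccl2* and *Ccl7* passed the threshold between *Mettl14* OE and *Mettl3* OE (-0.09, 0.29, 0.04, 0.24 and 0.23). That does not show their levels to be equal. Both arms were compared with the same Control OE libraries, so their rises in these genes are not independent of each other. SASP factors went both ways in *Mettl3* OE, with 8 of 56 higher and 10 lower (10 and 15 adjusted over the list alone; median 0.02, mean -0.09; 15 higher and 10 lower with median-ratio scaling, 12 and 12 with quantile normalization; camera adjusted p = 0.077, adjusted p = 0.79 with an estimated correlation). Cytokine and receptor genes had 9 of 106 higher and 24 lower (13 and 30 adjusted over the list alone; median -0.08, but 0.01 with median-ratio scaling and 20 higher and 18 lower; camera adjusted p = 0.63, adjusted p = 0.89 with an estimated correlation). The pluripotency list went down in *Mettl3* OE, with 0 of 19 higher and 13 lower (0 and 15 adjusted over the list alone; median -0.78; camera adjusted p = 1.0e-07, adjusted p = 0.56 with an estimated correlation), led by *Dppa5a* at 5.66 against 18.8 FPKM (-1.59), *Lefty2* (-1.54) and *Dnmt3l* (-1.44). Between the arms 3 of 19 were higher in *Mettl14* OE and 0 lower (13 and 0 adjusted over the list alone; median 0.47; camera adjusted p = 1.2e-10, adjusted p = 0.41 with an estimated correlation).

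On day 6 *Mettl3* OE raised 10 of 26 epithelial genes and lowered 0 (19 and 0 adjusted over the list alone; median 0.61; camera adjusted p = 6.8e-13, adjusted p = 0.48 with an estimated correlation), such as *Cldn4* (1.27). It lowered 10 of 33 fibroblast genes (25 adjusted over the list alone; median -0.62) and 10 of 12 contractile genes (11 adjusted over the list alone; median -0.52), among them *Cnn1* (-1.35) and *Myl9* (-1.33). Calls on this day depend on single libraries: the number of genes changed by *Mettl3* OE, 184, was 417, 15 and 30 without its replicates 1, 2 and 3, and 63 and 71 without Control OE replicates 2 and 3. *Penk*, which encodes proenkephalin, fell by 2.52 and *Igf2*, a fetal growth factor, by 1.83. On day 9, 17 of 28 epithelial genes were higher (21 adjusted over the list alone; median 0.57). Their median kept its sign under median-ratio scaling and quantile normalization on both days.

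The decreases of *Mettl14* OE on day 15 include imprinted genes that steer fetal growth. Of 28 tested, 0 were higher and 6 lower (0 and 8 adjusted over the list alone; median -0.15; camera adjusted p = 0.0052, adjusted p = 0.41 with an estimated correlation; fry adjusted p = 0.0019). Besides *Mest*, *Peg10* and the noncoding *Rian* they are *Plagl1* (-0.58, SE 0.12, adjusted p = 0.032), *Igf2* (-0.54, SE 0.12, adjusted p = 0.046; 304 against 446 FPKM) and the cell-cycle inhibitor *Cdkn1c* (-0.52, SE 0.09, adjusted p = 0.013). *Mettl3* OE raised 0 and lowered 9 of 28 (0 and 11 adjusted over the list alone; median -0.20; camera adjusted p = 0.0078, adjusted p = 0.47 with an estimated correlation; fry adjusted p = 5.4e-05), and 3 and 8 with median-ratio scaling. The list was written after *Mest* and *Peg10* had been seen in Figure 3A.

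In *Mettl14* OE on day 15, G2/M genes had 0 of 30 higher and 1 lower (0 and 14 adjusted over the list alone; median -0.21; camera adjusted p = 1.4e-08, adjusted p = 0.48 with an estimated correlation), the kinesin *Kif20a* (-0.36, SE 0.08). G1/S genes had 0 of 27 higher and 1 lower (0 and 10 adjusted over the list alone; median -0.20; camera adjusted p = 8.9e-06, adjusted p = 0.48 with an estimated correlation), the methylation maintenance factor *Uhrf1* (-0.55, SE 0.10, adjusted p = 0.016). The senescence markers *Cdkn2a* (0.16, adjusted p = 0.45) and *Cdkn1a* (0.06, adjusted p = 0.75) and the NF-kB subunit gene *Rela* (-0.01, adjusted p = 0.98) did not pass, and neither did *Nanog* (-0.22, adjusted p = 0.48). These are RNA values, while the paper reports increases of P16, P21 and P65 as protein (Figure 4E), which was not measured here. Pluripotency genes had 0 higher and 0 lower of 19 in limma (0 and 5 adjusted over the list alone; median -0.22; camera adjusted p = 0.0033, adjusted p = 0.51 with an estimated correlation).

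Of the other lists in *Mettl14* OE on day 15, 2 of 28 epithelial genes were higher, among them the polarity gene *Crb3* (0.44), and 0 lower (6 and 0 adjusted over the list alone; median 0.12; camera adjusted p = 3.4e-07, adjusted p = 0.48 with an estimated correlation). Fibroblast genes had 0 of 35 higher and 2 lower, *Sfrp2* and *Meox2* (1 and 3 adjusted over the list alone; median -0.19), contractile genes 0 of 12 higher and 1 lower, *Mylk* (-0.53; 0 and 4 adjusted over the list alone; median -0.14), and stratified epithelium genes 1 of 24 higher, *Sprr1a* (0.54), and 0 lower (1 and 0 adjusted over the list alone; median 0.11). Trophoblast genes had *Peg10* lower of 11 (0 and 1 adjusted over the list alone; median -0.14), neural genes *Fabp7* higher of 8 (0.58; 1 and 2 adjusted over the list alone; median -0.10), and m6A machinery *Mettl14* higher of 21 (1 and 1 adjusted over the list alone; median -0.09, mean 0.15). Cell-cycle inhibitors had 0 of 10 higher and 1 lower (1 and 2 adjusted over the list alone; median -0.04, but 0.01 with median-ratio scaling).

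In the remaining lists limma called 0 genes at the adjusted p, beside 2059 of all genes at an unadjusted p under 0.05. Adjusted over the list alone, they had 2 higher and 4 lower of 28 matrix proteases and inhibitors (median -0.11), 0 and 0 of 27 p53 targets (median 0.01, mean -0.01; -0.01 after quantile normalization), 0 and 0 of 11 endoderm genes (-0.14) and 0 and 0 of 4 skeletal muscle genes (0.29). They had 2 and 2 of 7 cartilage genes (median 0.02, mean -0.04), 0 and 1 of 7 adipocyte genes (-0.22), 0 and 0 of 6 endothelial genes (-0.11), 0 and 0 of 49 ribosomal protein genes (0.22) and 2 and 0 of 29 histone genes (0.36). The erythroid list had 1 gene tested, *Hbb-y* (0.23), the lymphocyte list 0, and mitochondrially encoded genes are not in the deposited table. No list passed camera with an estimated correlation in this comparison.

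From day 12 to day 15 in Control OE, all 14 macrophage genes rose (median 1.00). NF-kB targets had 30 of 42 higher and 0 lower (32 and 0 adjusted over the list alone; median 0.50; camera adjusted p = 3.5e-16, adjusted p = 0.025 with an estimated correlation), and acute-phase proteins 9 of 11 higher (11 and 0 adjusted over the list alone; median 1.03; adjusted p = 0.025 with an estimated correlation). Trophoblast genes had 6 of 11 higher (8 and 0 adjusted over the list alone; median 0.50; adjusted p = 0.025 with an estimated correlation), with *Tpbpa* at 2.55. These medians kept their sign under median-ratio scaling and quantile normalization.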
